A study of Mus musculus with 83 samples. Its data were reported in "An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells" (2017).

How the data were processed

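Small RNA of mouse cells was sequenced in 83 libraries. Of these, 36 form a time course of E14 embryonic stem cells (ESCs, a cell line of an early mouse embryo) in which *Dnmt1*, the gene of the maintenance DNA methyltransferase, was deleted conditionally through Cre recombinase. Control and deleted cells (Dnmt1 KO below) were sampled on days 1, 3, 6, 9, 11 and 25 with 3 replicates per group. Another 30 libraries carry the same day, genotype and replicate names with an R1 suffix (days 1 to 11; the day 11 controls among them are titled WT). In 8 libraries the RNA was pulled down with AGO2, the Argonaute protein that carries miRNAs (AGO2 immunoprecipitates, 4 control and 4 Dnmt1 KO; the labels give no day). The other 9 are 2 libraries labelled "none" (1 per genotype; the labels do not say what was left out, and the study describes a control pull-down without serum) and 7 libraries of primordial germ cells (PGCs, the precursors of eggs and sperm) of embryonic days 13.5 and 14.5, 3 of them with the suffix. Groups followed the sample titles. The genotype tags contradict titles and source names for the R1-suffixed libraries of days 1 to 9, the AGO2 libraries and the "none" libraries, and the PGC libraries are tagged as ESCs; these tags were not used.

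According to their description, the authors trimmed the reads, kept those of 20 to 24 nt, mapped them to the NCBIM37 mouse genome with Bowtie2 and counted them per gene feature in SeqMonk. For miRNAs the authors used DESeq2 and SeqMonk's intensity difference filter. The values in the deposited table are RPKM (RPM per kilobase of feature span), although the name of the file speaks of counts. The table holds 32101 features. Multiplied by the feature's span in kilobases, each value became RPM (reads per 1e+06 reads). In all 83 libraries, 100% of the low RPM values were whole multiples of a single step within 5% of the step, so that 1 divided by the step gave the library's per-million total and the reads of each feature could be read back. In the R1-suffixed time course libraries 97.5 to 98.7% of these reads were even numbers, against 38.5 to 46.0% in their namesakes of days 1 to 11, so both mates appear to have been counted and a read there is a read end. All 32101 features matched a gene of the GENCODE vM1 annotation (NCBIM37) by position and 32076 by name as well. Of 1577 miRNA features, 855 (54.2%) lie inside another feature, and a read of such a miRNA counts for both: RPM summed over all features came to 1255751 to 1361969 per time course library of days 1 to 11. Shares of feature classes are percentages of the per-million total and therefore add up to more than 100%. Whether strand was used in counting is not stated.

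The per-million totals were 870481 to 6239009 reads in the time course of days 1 to 11 (median 3423791), 521066 to 815523 on day 25, 1152390 to 11520132 in AGO2 Dnmt1 KO, 11497719 to 25423025 in AGO2 control, 57155 and 9830 in the "none" libraries of control and Dnmt1 KO, 1734576 to 3435993 in PGCs without the suffix, 60317 to 1328606 in PGCs with it, and 278508 to 1994554 in the R1-suffixed time course. At the shallowest time course library, 10 RPM is about 5 reads. Shares in single libraries carry Wilson 95% confidence intervals, which cover counting error only.

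Which comparisons to make, the lists, the rule for named features and most alternatives were fixed before the data were examined. The count model of the plan, edgeR with its quasi-likelihood test, was not used. The values are RPKM, and no such model was run on the reads read back from them. The fit used limma 3.58.1 (limma-trend) in R 4.3.3 on log2(RPM + 1) after TMM scaling (trimmed mean of M values, own implementation, 30% of log ratios and 5% of abundances trimmed). Fold changes are therefore on the log2(RPM + 1) scale and shrink towards 0 for rare features. Features needed at least 10 RPM in at least 3 libraries: 2582 features (291 miRNAs) in the time course and 456 (264 miRNAs) in AGO2. The 36 time course libraries without the suffix shared 1 fit with 1 mean per day and genotype; the AGO2 libraries had their own. A feature was called when its Benjamini-Hochberg (BH) adjusted p, over all features of that fit and comparison, was under 0.05. All tests were two-sided unless stated. Features were taken to be at the floor in a group with at most 3 reads in each library; folds against such a group were computed against 3 reads and given as bounds.

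Fixed lists were the miRNAs of the imprinted Dlk1-Dio3 region (45 features, 40 tested), those of the families that form the Sfmbt2 cluster (83 features, 72 inside the gene; 8 tested and 9 in AGO2, all inside it), and the miR-290 cluster with miR-17-92, abundant in ESCs (13 features, 13 tested, 12 in AGO2). They were tested with fry in the same fits (27 list tests, BH adjusted together). fry estimates the correlation between members from the residuals. Features were named by rule: in each comparison, among called features with every library of one group beyond every library of the other, the 3 higher and the 3 lower with the smallest adjusted p, plus at most 5 called members per list and Mir93. Shares of 8 feature classes were compared with exact permutation tests per day and in AGO2, and with 100000 permutations within days over the time course; BH adjustment was over the 8 classes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

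Replicate numbers were tested as pairs: in the time course no same-number pair of control and Dnmt1 KO libraries, out of 18, shared residuals beyond r = 0.1, so no block was used. All 4 same-number pairs of AGO2 libraries did (r 0.206 to 0.387), but so did 4 of the 12 pairs of unlike numbers, because replicates 1 and 2 resemble each other in both genotypes, and 3 and 4 likewise; the series description counts 2 biological replicates for some of its samples without naming them, so the 4 AGO2 libraries per genotype may come from 2 biological replicates. A block, a term for these subsets, and a fit of the averages of replicates 1 and 2 and of 3 and 4 (2 values per genotype) were run as alternatives. Libraries with and without the suffix agreed most closely within the same name, so a named pair counted as 1 replicate and the suffixed libraries served as an alternative.

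The procedure was tested on simulated data with the depths of the real libraries. Reads of each feature were drawn independently, with the same spread beyond counting error for all (dispersion 0.02) and without AGO2 subsets. The unchanged lists were random draws within each simulated set. The rates below therefore do not cover lists whose members vary together, or libraries that fall into subsets. In 36 simulated time course libraries, 101 of 176 features given a log2 change of 1 (57.4%) were called in the right direction. There was 1 unchanged feature called and 0 calls in a comparison without change. limma's voom, an alternative below, recovered 149 of the 176 features, with 6 unchanged features called. Of 200 unchanged lists, 2.5% had a fry p under 0.05. In 8 simulated AGO2 libraries, where 195 of 455 features changed, all 195 were called and 10 of 205 calls (4.88%) were of unchanged features; 16.5% of 200 unchanged lists had a fry p under 0.05, so list p-values in AGO2 are too small when many features change.

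Alternatives were median-ratio scaling factors, library totals only, other filters (none; at least 10 reads in every library), the replicate block, each day fitted alone, the R1-suffixed libraries, both sets summed, miRNA features only, shares without the 5 most abundant features, and leaving out each library in turn. Chosen after seeing the data were pseudocounts of 0.1 and 5, limma's voom on the reads read back, RPKM in place of RPM, features overlapping no other feature, small RNA classes only, reads thinned to the shallowest library, and the term and the averages for AGO2 subsets. Transposable elements were listed in the plan and are not analysed here, because the table holds gene features. snoRNA202 and Mir7081, named in the plan, have no feature of that name in the table. PGC and "none" libraries have 1 library per group and were described without tests of groups.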

Results

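Small RNA reads of 20 to 24 nt were compared between control ESCs and ESCs that had lost *Dnmt1*, to ask which small RNA features change after the deletion and when. The time course held 36 libraries (3 per genotype on days 1, 3, 6, 9, 11 and 25), and 8 AGO2 immunoprecipitates (4 per genotype) were compared apart. Depth ran from 521066 reads per library (day 25) to 6239009 reads (days 1 to 11), and from 1152390 to 25423025 reads in AGO2. Over miRNA features, replicates of a group differed by more than counting error. The lowest chi-square per degree of freedom of 48 pairs was 2.28, so all comparisons rest on the spread between replicates.

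The targeted gene itself gave few small RNA reads. Over the *Dnmt1* feature (chromosome 9, 20711650 to 20757317), control and Dnmt1 KO libraries held 51.5 ± 4.87 and 40.8 ± 6.21 RPM (mean ± SD, n = 3 each) on day 1, 42.4 ± 4.93 and 41.1 ± 12.03 on day 3, 29.6 ± 6.06 and 44.7 ± 3.1997 on day 6, 53.2 ± 4.41 and 57.4 ± 7.51 on day 9, 30.9 ± 1.03 and 21.1 ± 3.97 on day 11, and 73.8 ± 21.8 and 51.1 ± 11.5 on day 25. The difference, averaged over days, was −4.20 RPM (within-day permutation p = 0.249, two-sided), which did not exceed the spread between replicates. AGO2 libraries held 1.36 ± 0.434 RPM in control and 3.25 ± 0.963 RPM in Dnmt1 KO (n = 4 each). The libraries labelled "none" held 3 reads (control) and 1 read (Dnmt1 KO), and the PGC libraries 499 (E13.5 female), 439 (E13.5 male), 321 (E14.5 female) and 184 reads (E14.5 male). Small RNA reads over a gene are not a measure of its mRNA, so these values do not show whether the deletion took place.

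The first question was whether the make-up of the libraries changed. miRNA features took 56.7% of the per-million total in Dnmt1 KO and 56.6% in control libraries, averaged over the 6 days (difference 0.00799 percentage points, permutation p = 0.989, adjusted p = 0.989 over 8 classes, n = 18 per genotype). Without the 5 most abundant features, the alternative that moved this difference most, it was 1.57 points. Leaving out 1 of 20 libraries turned the sign of this near-zero difference, with values from −0.260 (without Dnmt1 KO replicate 1 of day 3) to 0.189 points over all 36 such fits. The share of lincRNA features was higher in Dnmt1 KO by 1.48 points (10.6 against 9.09%; permutation p = 0.0001, adjusted p = 0.0004; higher on 5 of 6 days) and that of protein_coding features by 2.68 points (35.6 against 32.9%; p = 1e-05, the smallest these permutations can give, adjusted p = 8e-05; higher on 5 of 6 days). Both classes contain features that host miRNAs. Without *Meg3*, *Rian* and *Mirg*, the lincRNA difference was 0.179 points (permutation p = 0.447), and without the 611 protein_coding features that overlap a miRNA feature the protein_coding difference was −0.787 points (permutation p = 0.0084). misc_RNA (0.0796 points, p = 0.0203) and Mt_tRNA (0.0311 points, p = 0.0264) both had an adjusted permutation p of 0.0528, and snoRNA (−0.395 points, p = 0.382), snRNA (−0.0278 points, p = 0.308) and rRNA (0.0047 points, p = 0.0637) did not differ beyond the permutations either. Within single days, exact tests of 3 against 3 libraries cannot go below p = 0.1. Days went both ways for some classes, so a mean near 0 does not show an unchanged make-up. For snRNA the difference was 0.153 points on day 1, −0.194 on day 9 and 0.111 on day 25. For snoRNA it was −2.71 on day 9 and 2.89 on day 25. The groups did not overlap in these cases. The miRNA difference ran from −2.68 on day 1 to 1.96 points on day 3.

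The count of features with an adjusted p under 0.05 differed from day to day. Of 2582 features tested, 98 were called on day 1 (74 higher and 24 lower in Dnmt1 KO), 161 on day 3 (116 and 45), 595 on day 6 (354 and 241), 475 on day 9 (317 and 158), 223 on day 11 (162 and 61) and 904 on day 25 (464 and 440). Of these, 14, 80, 166, 159, 104 and 203 were miRNA features, and 19, 33, 187, 149, 105 and 364 changed by more than 1 on the log2 scale. Restricting the tests to miRNA features moved the day 1 count most, to 19. Whether day 25 stood highest depended on the method. With voom, 421 features were called on day 25 and 904 on day 9. Fits of each day alone gave 390 and 714, and thinned reads gave 392 on day 25 and 405 on day 6. Day 25 stayed highest with library totals (939, against 595 on day 6) and with at least 10 reads in every library (395, against 368). Single libraries weighed on the early days: the count was 26 on day 1 without control replicate 3 and 35 without Dnmt1 KO replicate 1, and on day 3 it was 96 without Dnmt1 KO replicate 1, 100 without control replicate 1 and 103 without control replicate 2. Groups did not overlap in 97 of the 98 features called on day 1 and in 657 of the 904 called on day 25, against 523 and 796 of the 2582 tested, where chance alone gives 10%. Between 59 (day 1) and 554 (day 25) of the called features overlap another feature, so neighbouring calls share reads.

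**Figure D1:**
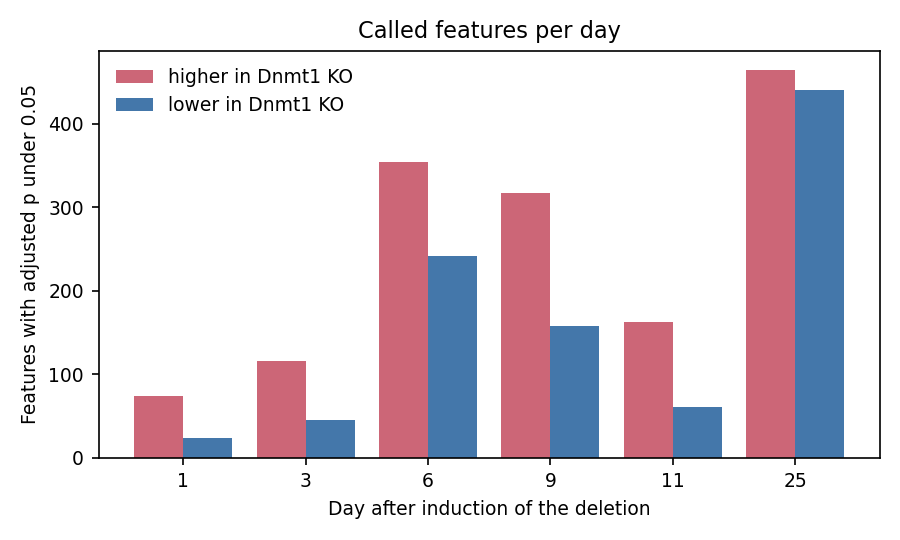
Number of features (of 2582 tested, vertical axis) with an adjusted p under 0.05 on each day (horizontal axis), higher (red) and lower (blue) in Dnmt1 KO than in control, 3 libraries per genotype and day. The count rose from 98 on day 1 to 595 on day 6, and was 223 on day 11 and 904 on day 25. With voom it was 421 on day 25 and 904 on day 9, so which day is highest depends on the method. The split between higher and lower moves with the scaling.

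The split of calls by direction depended on the scaling between libraries. With library totals only, 102 of 113 calls were higher on day 1, 438 of 595 on day 6, 242 of 490 on day 9, 138 of 228 on day 11 and 365 of 939 on day 25; with median-ratio factors, 282 of 644 calls were higher on day 6. The median of all features was 0.14 on day 6 (log2, 0.05 with median-ratio factors and 0.23 with library totals), and library totals moved it from 0.02 to 0.10 on day 1, from 0.09 to −0.02 on day 9, and from 0.00 to −0.11 on day 25. Directions of whole classes are therefore not stated from the calls of these days.

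Days 6 and 9 shared 340 called features, 338 of them with the same direction, and their fold changes correlated at r = 0.859 across features, which are not independent replicates. Day 3 shared 126 calls with day 9 (117 in the same direction) and day 11 shared 163 with day 9 (161). Day 1 shared 8 calls with day 3 (2 in the same direction), and day 11 shared 167 with day 25 (131), while days 6 and 25 shared 321 (210).

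Named features were chosen by rule. On day 1, the smallest adjusted p among higher features belonged to a pair of U5 snRNA copies on chromosome 4 (start 116875133; 459 ± 66.5 against 219 ± 39.1 RPM, log2 fold change 0.98, adjusted p = 1.28e-06) and chromosome 9 (start 65049533; log2 fold change 1.03), and to AC113316.1 (log2 fold change 1.04); as copies of U5 share sequence, which copy changed is uncertain. The R1-suffixed libraries moved the first of these values most, to 1.196. Mir183 (−0.72), Lancl2 (−0.85) and CT010508.1 (−0.57) were the lower features. On day 3, 3 neighbouring miRNAs of the X chromosome led: Mir871 (start 64063603; 348 ± 51.9 against 42.6 ± 3.11 RPM, log2 fold change 3.01, adjusted p = 2.33e-12), Mir881 (3.45) and Mir470 (2.87). Mir92-2 (−0.95), Prosapip1 (159 ± 5.65 against 374 ± 47.5 RPM) and Mir20b (−0.64) were lower; Mir92-2 shares 20 bases with Mir92-1, so reads of these miRNAs cannot be fully assigned. On days 6, 9 and 11 the higher features were Mir341 (4.08, 3.79 and 4.57), Mir541 (3.74, 3.27 and 4.49) and their neighbour Mirg (3.61, 3.26 and 4.35), whose reads include those of the miRNAs it hosts. Lower on day 6 were Mir20b (−1.56; 422 ± 29.6 against 1156 ± 40.1 RPM, adjusted p = 1.86e-16), Larp7 (−1.91) and Mir302b, which lies in it (−2.07). On day 9 they were Mir20b (−1.51), Mir363 (−1.10) and Mir106a (−1.32), and on day 11 Mir93 (−0.75), Snord104 (−0.86) and Snord118 (−0.89). On day 25, Rian was at the floor in control and at least 681-fold higher in Dnmt1 KO, Mirg (9.90) and Mir541 (9.82) followed, and Mir93 (−1.60), Sfmbt2 (−1.47, host of the cluster below) and Mir429 (−1.43) were lower.

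Mir93, measured by PCR in the study, had log2 fold changes of −0.10 on day 1 (adjusted p = 0.657) and 0.03 on day 3 (adjusted p = 0.86), and of −0.54, −0.68, −0.75 and −1.60 on days 6, 9, 11 and 25 (adjusted p = 4.33e-07, 2.18e-09, 1.23e-10 and 4.91e-21). The day 3 value changed sign with the R1-suffixed libraries (−0.03) and without Dnmt1 KO replicate 1 (−0.04). From day 1 to day 11 its effect changed by −0.66 (adjusted p = 1.11e-05).

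The miRNAs of the imprinted Dlk1-Dio3 region on chromosome 12 were tested as a list because the study named this region; it did so from these samples, so the counts adjusted over the list alone are not independent evidence. Of 40 members tested, the median log2 fold change was 0.09 on day 1 (fry, adjusted p = 0.253 over 27 list tests), 0.69 on day 3 (adjusted p = 1.49e-08), 3.19 on day 6 (adjusted p = 2.6e-23), 3.02 on day 9 (adjusted p = 5.54e-23), 3.97 on day 11 (adjusted p = 2.64e-25) and 7.98 on day 25 (adjusted p = 5.76e-32). Library totals moved the day 1 median most, to 0.18, past the threshold of 0.05 for the unadjusted fry p. On day 25, 34 members were at the floor in control, and the median with these at their bound was 5.69. Called members numbered 1, 20, 40, 40, 40 and 40 over all features tested, and 1, 30, 40, 40, 40 and 40 adjusted over the list alone. On day 3, 39 of the 40 were higher, and from day 6 all 40. As a share of the per-million total the list took 1.04 ± 0.0594% in control and 0.998 ± 0.0813% in Dnmt1 KO on day 1, 0.791 ± 0.0339 and 1.29 ± 0.205 on day 3, 0.402 ± 0.0307 and 4.03 ± 0.241 on day 6, 1.09 ± 0.158 and 8.09 ± 0.346 on day 9, 0.607 ± 0.0311 and 8.53 ± 0.672 on day 11, and 0.0100 ± 0.00226 and 11.7 ± 0.259 on day 25 (SD, n = 3).

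**Figure D2:**
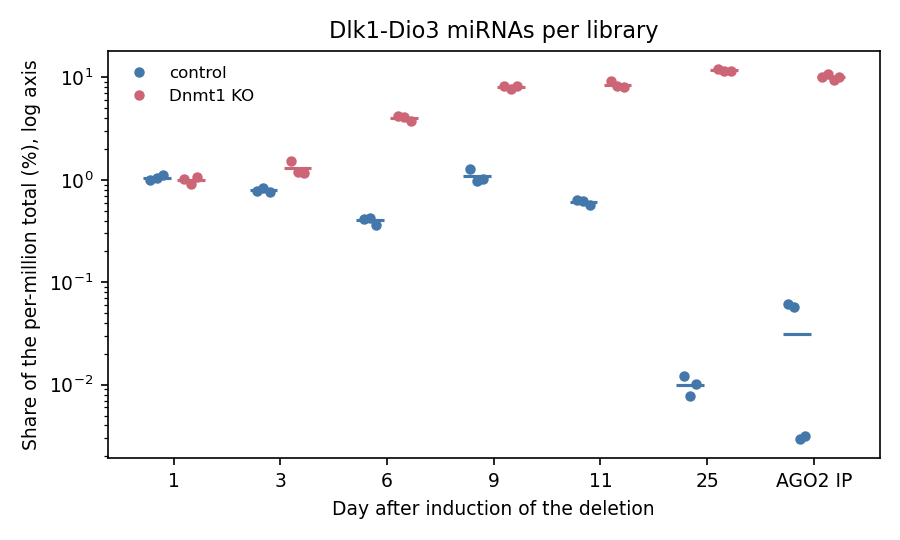
Share of the per-million total (%, log axis) taken by the Dlk1-Dio3 miRNAs in each library by day and in AGO2 immunoprecipitates (AGO2 IP), for control (blue) and Dnmt1 KO (red), with lines at group means of 3 libraries (4 in AGO2). The groups were 1.04 and 0.998% on day 1 and 0.0100 and 11.7% on day 25, and the 4 AGO2 control libraries lie in 2 pairs.

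The list for the Sfmbt2 cluster on chromosome 2, another imprinted miRNA cluster, was drawn up by miRNA family and holds 83 features, of which 72 lie inside *Sfmbt2* and 11 elsewhere. All 8 tested members lie inside the gene. As 7 of them share 20 bases with another miRNA feature, single members are uncertain and here only the list is stated. Its median log2 fold change was 0.04 on day 1 (fry, adjusted p = 0.538), 0.43 on day 3 (adjusted p = 2.71e-05), 0.32 on day 6 (adjusted p = 0.000906), 0.67 on day 9 (adjusted p = 2.51e-08), 0.99 on day 11 (adjusted p = 3.77e-11) and −1.40 on day 25 (adjusted p = 3.18e-14; −1.32 with 2 members at their bound). All 8 were higher on days 3, 6, 9 and 11 and all 8 lower on day 25. Called members numbered 0, 1, 2, 6, 7 and 8 over all features and 0, 6, 2, 6, 8 and 8 adjusted over the list alone. The day 1 median fell below 0 without control replicate 2 (−0.03) or control replicate 3 (−0.01). For the list of the miR-290 cluster and miR-17-92, medians were −0.02 on day 1 (adjusted p = 0.559), 0.03 on day 3 (adjusted p = 0.73), 0.01 on day 6 (adjusted p = 0.0516), −0.16 on day 9 (adjusted p = 0.0207), −0.06 on day 11 (adjusted p = 0.0827) and −0.56 on day 25 (adjusted p = 6.7e-09), with all 13 members lower on day 25. Called members of this list were 1, 2, 7, 6, 2 and 10 over all features and 2, 3, 7, 6, 2 and 12 adjusted over the list alone. The medians of days 1, 6 and 11 changed sign under at least 1 scaling or other alternative (0.07 with library totals on day 1; −0.08 and 0.00 with median-ratio factors on days 6 and 11), and the day 9 median was no longer past 0.05 without Dnmt1 KO replicate 1 (−0.13).

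**Figure D3:**
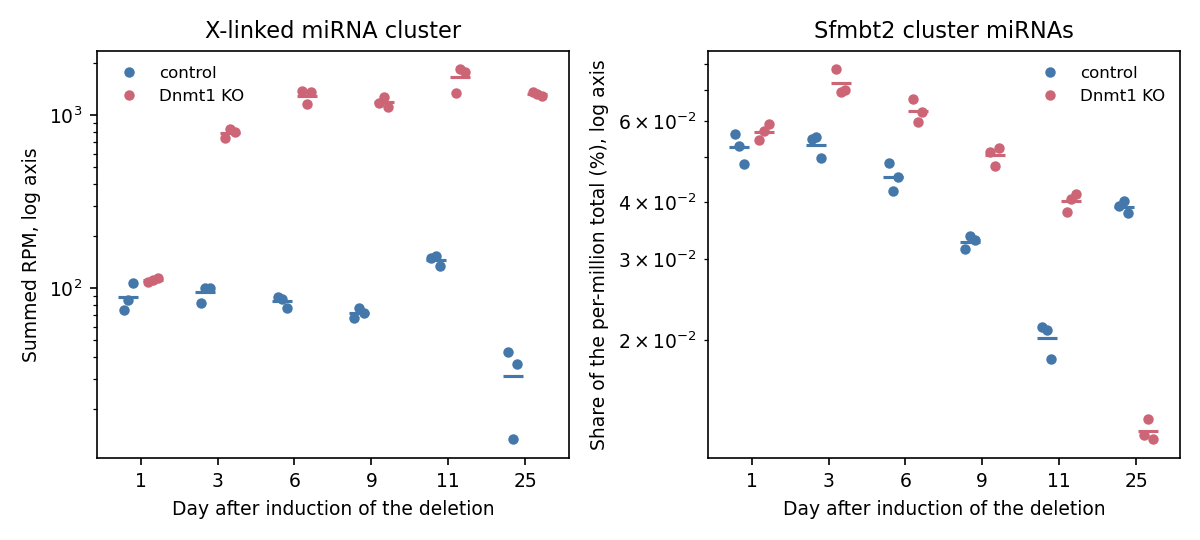
Left, summed RPM (log axis) of the 9 tested miRNAs of the X-linked cluster that holds Mir871, Mir881 and Mir470; right, share of the per-million total (%, log axis) of all 83 features of the Sfmbt2 list (11 of them outside the gene, with at most 0.454% of the list's reads in a library), per library and day for control (blue) and Dnmt1 KO (red), with lines at means of 3 libraries. At the X cluster the Dnmt1 KO libraries lie above the controls on all 6 days, narrowly on day 1 (108.5 to 114.65 against 75.1 to 107.99 RPM), and at the Sfmbt2 cluster they lie above on days 3 to 11 and below on day 25.

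Averaged over the 6 days, 689 of 2582 features were called (428 higher and 261 lower, 208 of them miRNAs), 89 with a change over 1 on the log2 scale. No feature of either direction separated all 18 Dnmt1 KO from all 18 control libraries among these calls, so none was named by the rule. Of list members, Mir541 changed by 3.66, Mir341 by 3.79, Mir669c by 0.31 and Mir17 by −0.60. Mir669c shares 20 bases with 46 miRNA features, so its own change is uncertain. Whether the effect itself changed between day 1 and day 11 was tested as an interaction: 233 features were called (156 higher and 77 lower, 90 miRNAs; 120 higher and 156 lower of 276 with library totals, which moved the median of all features from −0.06 to −0.22). Mirg (4.39), Mir541 (4.58) and Mir341 (4.38) led the higher features and Snord118 (−1.15), Snord104 (−0.80) and Mir93 (−0.66) the lower. The list medians of this interaction were 3.91 for Dlk1-Dio3 (fry, adjusted p = 9.12e-22, 40 of 40 higher), 0.96 for the Sfmbt2 cluster (adjusted p = 7.5e-08, 8 of 8) and −0.12 for the miR-290 cluster with miR-17-92 (adjusted p = 0.429, 4 of 13 higher).

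As a background for these differences, control libraries were compared between days. Between day 25 and day 1, 1314 of 2582 features were called (588 higher and 726 lower; 200 miRNAs), more than in any comparison of genotypes here. Library totals changed the share of higher calls from 44.8 to 52.3%. SNORD28 (2.44), Elovl6 (2.67) and Ezr (2.07) were higher on day 25, and Rtl1 (−7.22), Mirg (−5.97) and Rian lower, the last at most 0.0303 times its day 1 level since it was at the floor on day 25. The Dlk1-Dio3 list fell by 3.67 on the log2 scale (fry, adjusted p = 2.44e-25, 39 called, 40 of 40 lower; −1.66 with 33 members at their bound), the Sfmbt2 cluster fell by 0.68 (adjusted p = 1.79e-07, 6 called), and the miR-290 cluster with miR-17-92 rose by 0.59 (adjusted p = 1.21e-08, 12 called, 13 of 13 higher). Control libraries of day 25 thus differ from those of day 1, and the day 25 comparison of genotypes is measured against them. Whether the cells or a library batch made this difference was not tested over the called features as a whole.

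In AGO2 immunoprecipitates, 166 of 456 features were called between Dnmt1 KO and control (113 higher and 53 lower; 118 of 264 miRNAs; 137 of 158 higher with library totals, which moved the median of all features from 0.10 to 0.34). The 4 libraries per genotype fall into 2 subsets, replicates 1 and 2 and replicates 3 and 4, which may be 2 biological replicates. Averaging within the subsets, the alternative that lowered the count most, left 64 calls (62 higher and 2 lower), and a term for the subsets gave 210. Without a filter 334 of 16650 features were called, of which 94 were higher and 240 lower, so the split by direction depends on the filter as well. Mir679 (5.62), Mir665 (6.18) and the X-linked Mir743b (5.06) led the higher features, and Mir363 (−1.08), Mir20b (−1.54) and Mir135b (−1.36) the lower; Mir135b was no longer called with the averages. Mir93 had a log2 fold change of −0.57 (adjusted p = 0.00854), also no longer called with the averages (−0.65) or with library totals (−0.31). The Dlk1-Dio3 median was 7.39 (fry, adjusted p = 1.15e-06; 40 of 40 called over all features and adjusted over the list alone; 7.40 with 6 members at their bound). For the Dlk1-Dio3 miRNA list, in AGO2 immunoprecipitates with averaged subsets, it was 7.35. List p-values of AGO2 are too small where many features change, as simulated data showed. Within subsets, its share was 0.0614 and 0.0571% in control against 10.2 and 10.8% in Dnmt1 KO libraries for replicates 1 and 2, and 0.00293 and 0.00312% against 9.50 and 10.1% for replicates 3 and 4. The Sfmbt2 cluster had a median of 1.24 (adjusted p = 0.0273, 9 of 9 higher; 7 called over all features, 9 adjusted over the list alone), which was not past 0.05 with the averages (1.21) or without control replicate 3 (1.16). The median of the miR-290 cluster with miR-17-92 was −0.13 (adjusted p = 0.567; 4 called by either adjustment) and changed sign with library totals (0.12).

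miRNA features made up 99.0 ± 0.0917% of the AGO2 control and 98.1 ± 0.161% of the AGO2 Dnmt1 KO libraries (n = 4 each; exact p = 0.0286, the smallest that 4 against 4 libraries can give, adjusted p = 0.0457). The same p held for lincRNA (0.292 against 2.91%), protein_coding (17.9 against 26.4%), misc_RNA (0.264 against 0.503%) and Mt_tRNA (0.000868 against 0.00214%), all higher in Dnmt1 KO. Without the host features named above, the lincRNA difference was 0.0251 and the protein_coding difference 0.55 percentage points. With 2 values per genotype no exact test could reach these levels.

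The PGC libraries without the suffix (1 per group, so that no comparison of groups was tested) held 42.7% miRNA reads (E13.5 female; 95% confidence interval 42.7 to 42.8), 55.7% (E13.5 male), 36.7% (E14.5 female) and 40.1% (E14.5 male), and Dlk1-Dio3 miRNAs took 0.687, 0.589, 0.336 and 0.357% of their totals.

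Libraries with and without the R1 suffix were compared across features. Over miRNA features, same-named pairs of days 1 to 11 had a median chi-square per degree of freedom of 3.45. Other replicates of the same day and genotype had 9.70. For 28 of 30 libraries without the suffix, the closest suffixed partner by this measure had the same name. By correlation of log2 RPM this held for 15 of 30 (mean r 0.964 against 0.961, one-sided permutation p = 1e-05, the smallest these permutations can give; across features, which are not independent replicates). The totals of the libraries without the suffix were 6.27 times those with it (median of 30 pairs, 4.85 to 6.50, with 2 read ends of the suffixed libraries counted as 1 read).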

Values the study reported

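The study stated that known miRNAs made up 90% of the AGO2 IP small RNA libraries of both genotypes, and that these were prepared from cells taken at day 9 after the deletion. The miRNA shares of AGO2 libraries given above are higher. They are percentages of the per-million total, and the basis of the study's value may differ. The cause of this gap was not tested. The study described miRNAs as the majority of small RNAs in the time course, and as not depending on DNA methylation apart from those of the imprinted *Dlk* and *Xlr3* loci. It reported PCR of mature miRNAs in favour of this dependence. At the *Dlk* locus it described demethylation of the imprint control region, with higher transcription of the locus and its miRNAs. Its total RNA sequencing showed activation of *Xlr3a*, *Mirg* and *Rian*.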

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

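Of the tests in this part, those on copies, on GC content, length and abundance, and on Dnmt1 KO libraries of day 25 against day 11 were set out beforehand; the tests by other splits, by scaling, by depth, on exchanged samples and on the libraries labelled "none" were chosen after the result was seen.

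A result stood out here when the effect of the deletion differed between days by a test of that difference, when a signal appeared in libraries outside the comparisons, or when a library lay apart from its group. For the last, Dixon's test was run on 24 values of the AGO2 groups of 4 libraries and 0 passed, but these groups lie in pairs, in which a single library can hardly pass, and groups of 3 were not tested. In the Dnmt1 KO group of day 3, replicate 1 lay apart from replicates 2 and 3 over miRNA features (chi-square per degree of freedom 142 and 152, against 10.8 between those). Likewise, control replicate 3 lay apart on day 25 (23.1 and 23.6, against 2.28) and on day 1 (44.9 and 31.0, against 8.04). These gaps were described and not tested.

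The effect of the deletion differed between day 11 and day 1 in 233 features. Of 100 splits of the 12 libraries, the real one included, only the real one gave as many (the highest of the others gave 148). Among the lists tested, the Dlk1-Dio3 miRNAs changed most: their effect rose by 3.91 (log2), 40 of 40 members higher. For the day 11 effect behind this rise, 5 technical explanations were tested. The day 1 effect, against which the rise is measured, was not tested in this way. Scaling by library totals left the day 11 median at 3.90. Thinning all libraries to one depth gave 3.94. The 36 members that share no 20 bases with another miRNA feature had a day 11 median of 3.97. After removing a line over GC content, length and abundance fitted to 251 other miRNAs, 3.50 remained. Over 2520 features outside the region, 0 of 24 libraries of days 6 to 25 lay closer to the other genotype of their day than to their own, which argues against a mislabelled sample. None of these explains the day 11 effect. Loss of methylation at this imprinted region is a candidate explanation. The study reported, from data not analysed here, that the imprint control region lost methylation and that the locus and its miRNAs rose. Methylation was not analysed here, and the rise was found and tested on the same libraries. For the values here this explanation therefore stays a hypothesis.

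The Sfmbt2 cluster differed between days in both directions: its effect rose by 0.96 from day 1 to day 11 (8 of 8 members) and changed by −2.465 from day 11 to day 25. With library totals the day 25 median was −1.51 (0.91 on day 11), so the change of sign is not made by the scaling. A change of the control libraries alone is argued against by the Dnmt1 KO libraries, in which the cluster changed by −1.69 from day 11 to day 25, while it rose by 0.53 in control. Day 25 libraries may come from another culture or library batch than those of day 11, which the labels do not give, so a difference between the cells or libraries of day 25 and an effect of longer absence of DNMT1 both stay open. Which of the 8 members changed is uncertain, as 7 share 20 bases with another miRNA feature.

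The library labelled "none" of the Dnmt1 KO, used in no comparison, held 4.47% Dlk1-Dio3 reads (439 of 9830 reads; 95% confidence interval 4.08 to 4.89) against 0.101% in its control (58 of 57155 reads; 0.0785 to 0.131). The lower limit of 4.08% argues against counting error. miRNA reads made up 84.1% of the control and 46.0% of the Dnmt1 KO library. The Dlk1-Dio3 share of the latter was 44.02% of the mean AGO2 Dnmt1 KO share and its miRNA share 46.85%, so carry-over of reads from the AGO2 libraries cannot be told apart from miRNAs of the same cells. Its snoRNA share of 3.45%, against at most 0.0893% in AGO2, shows only that not all reads can be carried over. The labels do not say what "none" means; the methods of the study describe a control pull-down without serum, which these libraries may be. With 1 library per genotype the spread between replicates is unknown, and the genotype, as the biological explanation the titles give, stays untested.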

How the results depend on the processing

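Of 3750 values computed under alternatives for 221 results, 3461 kept the direction and the side of the threshold (or a count within 1.5 times), 174 were weaker, 15 stronger, 41 reversed, and 59 counts moved by more than 1.5 times; 64 results changed under at least 1 alternative. The count models of the plan, edgeR and DESeq2, were not run, although reads could be read back from the RPKM values and voom was run on these reads.

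The counts of called features (days 1, 3, 6, 9, 11 and 25: 98, 161, 595, 475, 223 and 904; mean over days 689; day 11 against day 1 233; control 1314; AGO2 166) moved as follows. Some alternatives tested fewer features, which can lower a count. With at least 10 reads in every library, 368, 310, 123 and 395 were called on days 6, 9, 11 and 25, 322 for the mean and 544 for control. With features overlapping no other feature, the counts were 38, 87, 179, 162, 101 and 349 on the 6 days, 273 for the mean, 99 for day 11 against day 1, 533 for control and 85 in AGO2. With small RNA classes only, they were 105, 255, 285 and 315 on days 3, 6, 9 and 25, 354 for the mean and 414 for control. With miRNA features only, they were 19, 186, 182, 128 and 216 on days 1, 6, 9, 11 and 25, 220 for the mean, 102 for day 11 against day 1 and 205 for control. Fewer tests did not always give fewer calls. Fits of each day alone tested 1513 and 1637 features on days 9 and 11 and called more, but called fewer on day 25. Without a filter 59, 67 and 2.9e+02 (rounded) were called on days 1, 3 and 9, 132 for day 11 against day 1 and 334 in AGO2 (94 higher and 240 lower, against 113 and 53). With reads thinned to the shallowest library 58, 98, 316 and 392 were called on days 1, 3, 9 and 25, 405 for the mean and 788 for control. The R1-suffixed libraries gave 91, 301, 223 and 138 on days 3, 6, 9 and 11 and 141 for day 11 against day 1. voom gave 272, 904, 395 and 421 on days 3, 9, 11 and 25, and fits of each day alone 714, 422 and 390 on days 9, 11 and 25. Averaged AGO2 subsets gave 64, with 2 values per genotype. For the filter, thinning, voom, suffix and single-day fits the cause was not tested.

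A count does not say which features: of the 904 called on day 25, 389 were also called after thinning and 418 with voom, and the R1-suffixed libraries shared 47, 73, 261, 213 and 123 calls with days 1, 3, 6, 9 and 11. With the replicate number as a block, 95, 152, 588, 463, 215 and 885 calls of the 6 days were shared. So were 223 of day 11 against day 1, 1302 of control and 158 of AGO2. The block moved 0 counts and 0 list medians past these limits. Among named features it left Mir466n (mean over days, 0.29) and Mir17 (day 11 against day 1, −0.40) no longer called. Mir466n shares 20 bases with 29 miRNA features, so its own change is uncertain.

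For lists and class shares the threshold of 0.05 below is that of the unadjusted p. Of the list medians, library totals made Dlk1-Dio3 on day 1 (0.18) pass 0.05, and the R1-suffixed libraries did so for the Sfmbt2 cluster on day 1 (0.42). The averaged AGO2 subsets left the Sfmbt2 cluster at 1.21, no longer past it. For the miR-290 cluster with miR-17-92, the sign changed with library totals (0.068) and the suffixed libraries (0.012) on day 1, with median-ratio factors (−0.084) and thinning (−0.024) on day 6, with median-ratio factors (0.00035) on day 11, and with library totals in AGO2 (0.12); on day 6 library totals (0.10) and the suffixed libraries (0.155) left it no longer past an unadjusted 0.05, and library totals on day 11 (−0.15) and for day 11 against day 1 (−0.29) and voom on day 11 (−0.063) took it past. No direction is therefore claimed for this list before day 25.

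Of the class shares, leaving out the 5 most abundant features gave mean differences of −3.01 points for snoRNA and −0.104 for snRNA, now past 0.05, turned misc_RNA (−0.0203) and rRNA (−0.00029), and left Mt_tRNA (0.00211) no longer past it by the unadjusted p (misc_RNA and Mt_tRNA, at an adjusted p of 0.0528, were not past it in the main analysis after adjustment); in AGO2 it turned snoRNA (−0.0127) and snRNA (−0.00234) and left protein_coding (1.36) and misc_RNA (0.31) no longer past. The suffixed libraries gave −0.924 for snoRNA and 0.0066 for rRNA, now past, and 0.0564 for misc_RNA, no longer past.

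Of 168 named results, 30 changed under alternatives other than left-out libraries (43 values weaker, 2 reversed: Mir329 on day 1, −0.72, and Mir93 on day 3, −0.026, both with the suffixed libraries).

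Leaving out 1 library at a time gave 26 to 108 calls on day 1 (26 without control replicate 3, 35 without Dnmt1 KO replicate 1), 96 to 166 on day 3, 463 to 559 on day 6, 179 to 198 on day 11, 804 to 960 on day 25, 616 to 752 for the mean, 175 to 231 for day 11 against day 1, 1181 to 1286 for control and 118 to 185 in AGO2; on day 9 it stayed within 1.5 times the count. List medians ran from −0.034 to 0.088 for the Sfmbt2 cluster on day 1 and from 0.88 to 1.40 in AGO2, and for the miR-290 cluster with miR-17-92 from −0.033 to 0.017 on day 1, −0.079 to 0.043 on day 6, −0.34 to −0.12 on day 9, −0.096 to 0.0046 on day 11 and −0.29 to −0.061 in AGO2. Class differences ran from −0.26 to 0.189 points for miRNA, 0.0036 to 0.00579 for rRNA and 0.0248 to 0.039 for Mt_tRNA over the time course, and in AGO2 from −2.35e-05 to 0.000402 for snRNA and 0.189 to 0.288 for misc_RNA. Mir93 on day 3 ran from −0.035 (without Dnmt1 KO replicate 1) to 0.061, and 112 values of 25 named results were weaker.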

Other observations

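Of the tests in this part, those on hosted reads, on the X-linked cluster (apart from scaling), and on depth, scaling and a day 25 batch for the control libraries were set out beforehand; all other tests were chosen after the result was seen.

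On each of days 1, 3, 6, 9, 11 and 25, and for control libraries of day 25 against day 1, 1 of the 10 splits of the 6 libraries gave as many called features, the real one. A design of 3 against 3 cannot give a smaller share. For these counts the groups therefore cannot be told apart from another grouping of the libraries by splits alone. The highest other splits gave 0, 1, 0, 0, 0, 159 and 34 features. The median over all 10 splits was 102 features on day 25, 7 for the control libraries and 0 on the other days. For the mean over days, 1 of 100 splits gave as many, again the real one (highest other 165). In AGO2, 1 of the 35 splits of the 8 libraries did, the real one (highest other 28). Among the 8 splits that part all 4 same-number pairs, only the real one did (highest other 0). With AGO2 libraries thinned to one depth, 149 features were called, so the deeper control libraries do not account for the count.

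Dlk1-Dio3 miRNAs were lower in day 25 control libraries than in day 1 control libraries by a median of −3.67 (log2). Thinning to one depth gave −3.69 and library totals −3.66, which argues against depth and scaling. A steady decline is argued against by a rise of 1.19 from day 6 to day 9 (40 of 40 members), with medians of −0.14, −0.92, 0.36 and −0.56 on days 3, 6, 9 and 11 against day 1. Poor capture in a day 25 library batch is argued against by the Dnmt1 KO libraries, in which the list was 0.52 higher on day 25 than on day 11. Another culture or clone of control cells on day 25 cannot be told apart from a change with time, because each day has its own cells; 1275 features outside the list were called as well. AGO2 control libraries also held less of the list (0.00293 to 0.0614%) than control libraries of day 9, the day of the pull-down in the study's text (0.985 to 1.27%). Poor recovery by the immunoprecipitation is argued against by the AGO2 Dnmt1 KO libraries, the lowest of which held 9.50%. What else sets these control libraries apart was not tested.

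The higher shares of lincRNA and protein_coding features in Dnmt1 KO may come from miRNA reads counted again in their hosts. Without *Meg3*, *Rian* and *Mirg*, the lincRNA difference fell from 1.48 to 0.179 points over the time course and from 2.62 to 0.0251 in AGO2. Without 611 features that overlap a miRNA feature, the protein_coding difference was −0.787 over the time course and 0.55 in AGO2; Rtl1 alone made up 2.74 and 5.31 points of the differences.

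Mir871, Mir881 and Mir470, higher on day 3, lie in a cluster of 9 tested miRNAs (X, 64030431 to 64092300). Its other 6 members were higher as well (median 2.55, 6 of 6), as a change of the whole cluster predicts. The 29 miRNAs tested elsewhere on X had a median of 0.094, which argues against a change of X-linked miRNAs in general. The 8 members that share no 20 bases with another miRNA feature had a median of 2.77, and library totals gave 2.85. This argues against copies identical over 20 bases and against scaling. Cluster medians were 0.20, 2.87, 3.40, 3.56, 3.31 and 4.59 on the 6 days, and 2.94 on day 3 with the suffixed libraries. A shared control of the cluster that responds to the loss of DNMT1 is a possible explanation, as a hypothesis. The study named miRNAs of the imprinted *Xlr3* locus as depending on DNA methylation. Whether it meant miRNAs of this cluster was not examined.

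Mir20b, Mir106a and Mir363 were lower in Dnmt1 KO on day 9. As 0 of the 3 share 20 bases with another miRNA feature, reads shared with copies identical over 20 bases are argued against. Copies that differ within such a stretch were not searched for, so reads shared with those stay open. A response to the loss of DNMT1 and other technical explanations were not tested for these 3 alone.

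In the E14.5 female PGC library, 30 reads fell on 4 Y-linked genes and 1 on *Xist*, against 0 and 26 in the E13.5 female, 33 and 13 in the E13.5 male and 26 and 0 in the E14.5 male library. With 1 library per group the spread of these counts between libraries is unknown, and the *Xist* reads of the E13.5 male library show that this marker does not part the sexes cleanly. The Y-linked RPM of the E14.5 female library was 58.25% of that of the E14.5 male library. Its miRNA composition was further from the E13.5 female library (chi-square per degree of freedom 535) than from the E13.5 male library (140), as a mislabelled sample predicts. It was closer to the E14.5 male library (1.44) than any 2 replicates of a group here (lowest 2.28), while a computed mix of the E13.5 female and male libraries at that ratio differed from the E13.5 male library by 71.9. This argues against male cells mixed into a female sample in that ratio, provided that the sexes differ at E14.5 as at E13.5 (504). A wrong label is a candidate explanation. None of the 3 R1-suffixed PGC libraries matched its namesake as closely as same-named time course pairs did (at most 6.28). The E14.5 male library was unlike its namesake (61.9) and closer to the E13.5 male library (2.50), so a wrong label is a candidate explanation there too. The shallow E13.5 male library (60317 read ends) had 8.30 against its namesake and 2.56 against the E13.5 female library, and the E13.5 female library (114631 read ends) had 42.2 against its namesake; for these 2 no explanation was tested. Reads of *Acsl6* made up 91.5% of the former and 66.1% of the latter, and only 500 and 13565 read ends fell on miRNAs, so these distances say little about the origin of the samples. The suffixed E13.5 female library held 4 read ends on the 4 Y-linked genes and 0 on *Xist*, and the suffixed E13.5 male library 0 and 0. These counts are too low to tell the sexes apart. No biological explanation was tested for the PGC libraries.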
